# Characterization of hormone-producing cell types in the teleost pituitary gland using single-cell RNA-seq

**DOI:** 10.1038/s41597-021-01058-8

**Published:** 2021-10-28

**Authors:** Khadeeja Siddique, Eirill Ager-Wick, Romain Fontaine, Finn-Arne Weltzien, Christiaan V. Henkel

**Keywords:** Neurophysiology, Animal physiology, RNA sequencing, Gene expression

## Abstract

The pituitary is the vertebrate endocrine gland responsible for the production and secretion of several essential peptide hormones. These, in turn, control many aspects of an animal’s physiology and development, including growth, reproduction, homeostasis, metabolism, and stress responses. In teleost fish, each hormone is presumably produced by a specific cell type. However, key details on the regulation of, and communication between these cell types remain to be resolved. We have therefore used single-cell sequencing to generate gene expression profiles for 2592 and 3804 individual cells from the pituitaries of female and male adult medaka (*Oryzias latipes*), respectively. Based on expression profile clustering, we define 15 and 16 distinct cell types in the female and male pituitary, respectively, of which ten are involved in the production of a single peptide hormone. Collectively, our data provide a high-quality reference for studies on pituitary biology and the regulation of hormone production, both in fish and in vertebrates in general.

## Abstract (summary)

**Table:** 

Measurement(s)	RNA-seq gene expression profiling assay
Technology Type(s)	tag based single cell RNA sequencing
Factor Type(s)	sex
Sample Characteristic - Organism	Oryzias latipes
Sample Characteristic - Environment	fresh water aquarium

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.16592621

## Background & Summary

The pituitary is a master endocrine gland in vertebrates, which is involved in the control of a variety of essential physiological functions including growth, metabolism, homeostasis, reproduction, and response to stress^1–3^. These functions are modulated by the secretion of several peptide hormones, produced by different endocrine cell types of the adenohypophysis^2^.

While in mammals the endocrine cells are distributed throughout the adenohypophysis^2,4^, the pituitary of teleost fish is highly compartmentalized, with specialized hormone-producing cell types located in specific regions^2^. As the teleost pituitary produces at least eight peptide hormones in distinct cell types^2^, the physiology of the pituitary gland is relatively complex^5^. The *rostral pars distalis* contains lactotropes and corticotropes, which produce prolactin (Prl) and adrenocorticotropic hormone (Acth), respectively. Somatotropes (producing growth hormone, Gh), gonadotropes (luteinizing hormone, Lh and follicle-stimulating hormone, Fsh) and thyrotropes (thyroid-stimulating hormone, Tsh) are located in the *proximal pars distalis*, and somatolactotropes (somatolactin, Sl) and melanotropes (α-melanocyte stimulating hormone, α-Msh) in the *pars intermedia*^4^. In addition, in tetrapods, the gonadotropins Lh and Fsh can be produced in the same cell, while fish gonadotropes are generally thought to secrete either Fsh or Lh, but not both^2,6–8^.

In recent years, transcriptome sequencing (RNA-seq) has emerged as a powerful technology to study the expression and regulation of pituitary genes. For example, RNA-seq has been used to study gene expression in the zebrafish pituitary during maturation^9^, in prepubertal female silver European eel pituitary glands^10^, and in FACS-selected Lh cells from the Japanese medaka pituitary^11^. Although these studies provide a valuable perspective on the regulation of hormone production, RNA-seq is a bulk technology, which averages gene expression over the entire tissue sample. As a result, it does not provide information on which hormones are produced in which cells. Knowledge on the physiology and development of the individual pituitary cell types, as well as on the regulatory mechanisms involved in hormone production, therefore remains limited.

In this study, we employed single-cell RNA-seq (scRNA-seq) technology, which allows the study of biological questions in which cell-specific changes in the transcriptome are important, e.g. cell type identification, variability in gene expression, and heterogeneity within populations of genetically identical cells^12,13^. scRNA-seq has recently been used to describe the heterogeneity within the pituitary cell populations in mammals^14,15^ and zebrafish^16^. Unlike bulk RNA-seq, scRNA-seq promises to disentangle the processes at work in pituitary hormone production.

We used medaka (*Oryzias latipes*)^17,18^ to construct a transcriptomic snapshot of the cell types in the adult pituitary gland. Medaka is an emerging model species, which has a small genome (800 Mbp) and is a representative of the largest radiation within the teleosts (euteleosts, Cohort^19^ Euteleostomorpha). As such, it is a complementary model to zebrafish^16^, which belongs to another major teleost clade (Cohort Otomorpha)^19^.

We used the 10x Genomics scRNA-seq platform to analyze female and male pituitaries separately and obtained 2592 and 3804 high-quality cellular transcriptome profiles, respectively. This dataset provides a comprehensive transcriptomic reference on the teleost pituitary, as well as on its constituent cell types. After bioinformatics analysis, we found these profiles to belong to 15 and 16 distinct cell populations in the female and male pituitary, respectively, of which ten are involved in the production of a single peptide hormone. This suggests the teleost pituitary is subject to a higher degree of division of labour than its mammalian counterpart, in which many cells express multiple hormone-encoding genes^14^.

## Methods

### Fish strain and animal husbandry

For this study, we used a transgenic line of Japanese medaka derived from the d-rR genetic background, in which the Lhβ gene (*lhb*) promoter drives the expression of the green fluorescent protein (*hr-gfpII*) gene^20,21^. Fish were kept in a re-circulating system (up to 10–12 fish per 3-liter tank) at 28 °C on a 14/10 h light/darkness cycle and were fed three times a day with a mix of dry food and *Artemia*. The animal experiments performed in this study were approved by the Norwegian University of Life Sciences, following guidelines for the care and welfare of research animals.

### Pituitary sampling and cell dissociation

Pituitaries were collected from 24 female and 23 male adult medaka of approximately 8 months old (eggs fertilized 20 October 2017, sampling 6 June 2018). At this age, medaka are fully mature and sexually dimorphic. Fish were sacrificed between 07.30–09.00 h in the morning (around the time of spawning induced by the start of the artificial light period) by hypothermic shock (immersion in ice water) to minimize distress^22^. The pituitary was dissected immediately after severing the spinal cord. In order to reduce the influence of sampling time on the results, fish were processed in alternating batches of ten individuals of each sex at a time.

After sampling, pituitaries were pooled per sex and cells were dissociated as described^23^. Briefly, fresh pituitaries were put in an Eppendorf tube with modified PBS (phosphate buffered saline, pH 7.75, 290 mOsm/kg, 0.05% bovine serum albumin) and kept on ice until processing. Pituitaries were treated with 0.1% w/v trypsin type II S for 30 minutes at 26 °C, then with 0.1% w/v trypsin inhibitor type I S supplemented with 2 µg/mL DNase I for 20 minutes at 26 °C, and subsequently gently mechanically dissociated by repeated aspiration with a strained glass pipette. The cell solution was filtered through a 35 μm cell strainer (BD Pharmingen) to remove potentially remaining clumps of cells. Dissociated pituitary cells were resuspended in 90 µl modified PBS, counted and visually inspected for good cell dissociation and quality. Samples were kept on ice for approximately 30 minutes until scRNA-seq library preparation, which commenced at 12.00 h on the same day.

### 10x Genomics library preparation

We prepared scRNA-seq libraries on the 10x Genomics Chromium Controller at the Genomics Core Facility of the Radium Hospital (part of Oslo University Hospital). For the initial step of the library preparation (GEM generation and barcoding) 35 µl of the cell suspension prepared in the previous step was used, containing approximately 10,000 (female) and 11,000 (male) cells. The 10x Genomics Single Cell 3′ Reagents Kits v2 were used according to the manufacturer’s guidelines (https://support.10xgenomics.com/single-cell-gene-expression/library-prep/doc/user-guide-chromium-single-cell-3-reagent-kits-user-guide-v31-chemistry) to prepare cDNA libraries for a target of 4,000 cells.

### Sequencing

Per sample, four redundant sequencing libraries (without additional sequencing controls) were analyzed on an Illumina NextSeq 500 at the Genomics Core Facility. Read 1 was sequenced for 28 cycles (covering the 26 nt cellular barcode and UMI), read 2 for 96 cycles (covering the cDNA insert). For downstream analyses, the resulting FASTQ files were collated per sample.

### Reference genome and annotation

We used the chromosome-scale Hd-rR medaka reference genome (Ensembl release 94) for alignments. In preliminary analyses, we noticed that many reads for expected pituitary-specific transcripts were mapped near, but outside the 3′ boundary of gene annotations. Therefore, in order to improve transcript quantification accuracy, we manually inspected the read alignment to these and other highly expressed genes (using Samtools^24^ *v 1.10* and the Integrative Genomics Viewer^25^ *v 2.3*), and adjusted 3′ UTR annotations where necessary (Table 1). 

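The 3′ exons of the 8 hormone genes lie on 7 chromosomes of the medaka Hd-rR genome. The exon of pomca (ENSORLG00000025908), the gene of the α-Msh and Acth precursor, was shortened from 4585 to 750 bp, at positions 10971088 to 10971837 of the minus strand of chromosome 2. The exon of cga (ENSORLG00000022598), which encodes the common α-subunit of the glycoprotein hormones, was shortened from 3756 to 316 bp, at positions 10126430 to 10126745 of the minus strand of chromosome 22. In contrast, the exon of prl (ENSORLG00000016928), encoding prolactin, was extended from 486 to 832 bp, at positions 23591803 to 23592634 of the plus strand of chromosome 8, and that of lhb (ENSORLG00000003553), encoding the β-subunit of Lh, from 296 to 640 bp, at positions 14339670 to 14340309 of the plus strand of chromosome 15. Of the 13 genes with a 3′ exon in Table 1, the exon was shortened in 7 and extended in 5, where fth1a is counted by the first of its 2 listed 3′ exons, as the updated interval of the other is printed without a dash. For eef1a the printed updated start lies after the end, so that no length can be given. Outside the hormone genes, the exon of mcee on chromosome 3 was shortened from 5091 to 629 bp and that of mdkb on chromosome 6 was extended from 17 to 400 bp. Their levels in the bulk RNA-seq libraries made with these adjusted gene models were 20.9 ± 1.5 CPM (SD, n = 3 adult females) and 18.3 ± 1.6 (SD, n = 3 adult males) for mcee, and 833 ± 11 (SD, n = 3) and 869 ± 84 (SD, n = 3) for mdkb. The ferritin gene fth1a was at 1822 ± 171 CPM (SD, n = 3) in these females and 1772 ± 65 CPM (SD, n = 3) in the males, and eef1a, an elongation factor gene, at 5597 ± 731 CPM (SD, n = 3) and 4219 ± 84 CPM (SD, n = 3). None of these 4 genes passed the test between the groups (adjusted p from 0.308 for mdkb to 0.946 for eef1a in edgeR, where 3512 of all genes tested had an unadjusted p under 0.05), adjusted over the list alone none did either, and DESeq2 called 0 of the 4. The counts made with the original gene models were not used here, so the effect of the adjustment on these values was not measured.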

The resulting custom gene transfer file (GTF) was then supplied using the 10x Genomics Cell Ranger *v 3.0.2* (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger) *mkref* command.

**Table 1:** Genome annotation adjustments.

Gene	Ensembl ID	Feature	Original	Updated
*pomca*	ENSORLG00000025908	3′ exon	2:10971088–10975672 (−)	2:10971088–10971837 (−)
*prl*	ENSORLG00000016928	3′ exon	8:23591803–23592288 (+)	8:23591803–23592634 (+)
*smtla*	ENSORLG00000013460	3′ exon	13:26485894–26486532 (+)	13:26485894–26486136 (+)
*gh*	ENSORLG00000019556	3′ exon	8:75404–76751 (+)	8:75404–75568 (+)
*tshba*	ENSORLG00000029251	3′ exon	5:13105690–13108242 (−)	5:13107640–13108242 (−)
*fshb*	ENSORLG00000029237	3′ exon	3:9888850–9890682 (−)	3:9890408–9890682 (−)
*lhb*	ENSORLG00000003553	3′ exon	15:14339670–14339965 (+)	15:14339670–14340309 (+)
*nr5a1*	ENSORLG00000013196	3′ exon	12:24979868–24980234 (−)	12:24979864–24980234 (−)
*Cga*	ENSORLG00000022598	3′ exon	22:10122990–10126745 (−)	22:10126430–10126745 (−)
		alt. transcript	22:10124168–10144948 (−)	removed
*mdkb*	ENSORLG00000014169	3′ exon	6:26806299–26806315 (−)	6:26805916–26806315 (−)
*eef1a*	ENSORLG00000007614	3′ exon	11:17258988–17259109 (−)	11:17258988–17258678 (−)
*fth1a*	ENSORLG00000005872	3′ exon	3:17888694–17888835(−)	3:17888418–17888835(−)
		3′ exon	3:17888677–17888835 (−)	3:1788841817888835 (−)
		exon	3:17888057–17888070 (−)	removed
*mcee*	ENSORLG00000022009	3′ exon	3:17885682–17890772 (+)	3:17885682–17886310 (+)

### Initial data processing

We used the standard 10x Genomics Cell Ranger (*v 3.0.2*) pipeline with default parameters for preliminary analyses. It includes quality control of the FASTQ files, alignment of FASTQ files to the customized medaka reference using STAR^26^ (*v 2.5.1b*), demultiplexing of cellular barcodes, and quantification of gene expression. Table 2 summarizes the Cell Ranger quality control and output.

**Table 2:** Sequencing and Cell Ranger statistics.

	Female	Male
Number of reads	165818560	142738097
Q30 bases in barcodes	97.5%	97.4%
Q30 bases in RNA reads	79.7%	80.3%
Q30 bases in UMI reads	83.4%	81.5%
Reads mapped to genome	84.1%	85.4%
Reads mapped confidently to exonic regions	59.9%	62.5%
Reads mapped uniquely to genome	82.4%	83.8%
Estimated number of cells	2890	4321
Fraction of reads in cells	83.4%	81.5%
Mean reads per cell	57376	33033
Median genes detected per cell	1182	1063
Total genes detected	17321	17775

Cell Ranger also performs automated cell clustering based on the similarity of gene expression profiles. We used the Loupe Cell Browser *v 3.1.1* (https://support.10xgenomics.com/single-cell-gene-expression/software/visualization/latest/what-is-loupe-cell-browser) to visualize these results. Unsupervised graph-based clustering suggested nine and eleven cell populations in the female and male medaka pituitary, respectively (see Code Availability).

For a more detailed analysis, we used the Seurat^27^ R toolkit (*v 3.1.5*) and dropEst^28^ (*v 0.8.5*) for accurate estimation of molecular counts per cell (Table 3). We used the *.bam* files produced by Cell Ranger as the input for dropEst.

**Table 3:** Final cell quantification statistics.

	Female	Male
Unfiltered cells	74338	77520
Filtered cells	4945	7334
Filtered genes detected	18786	19043
Genes with exons	17284	17882
Genes with introns	15036	15598
Cells pre-doublet detection	2644	3921
Cells post-doublet detection	2592	3804

### Quality control (QC)

dropEst by default reports any barcode with more than 100 UMIs as cellular (filtered cells in Table 3). Presumably, this relaxed threshold still includes many non-cellular and debris barcodes. Therefore, we explored these data using Seurat, and derived additional selection criteria for cellular barcodes based on the UMIs counts, mitochondrial fraction and globin expression. After imposing these thresholds, 2644 and 3921 cells remained for the female and male pituitary, respectively.

Since single-cell capture is sensitive to the formation of doublets, we used the R package DoubletFinder^29^ (*v 2.0.3*) to detect hybrid expression profiles in our data. The number of expected real doublets depends on the number of cells captured. We selected a 2% doublet rate for the female sample and a 3% doublet rate for the male sample, based on the 10x Genomics specifications (https://support.10xgenomics.com/single-cell-gene-expression/index/doc/user-guide-chromium-single-cell-3-reagent-kits-user-guide-v2-chemistry). We removed 52 and 117 putative doublets from the female and male pituitary data, respectively.

### Clustering

After QC, we normalized the data with the *LogNormalize* method in Seurat and identified highly variable genes by using the *vst* method. Subsequently, we used these variable genes (*n* = 2000) to identify significant principal components (PCs) based on the *jackStraw* function. We used ten informative PC dimensions in both samples as the input for uniform manifold approximation and projection (UMAP). After the dimensionality reduction, we clustered the cells using the *FindClusters* function with a resolution of 0.5 and 0.9 for the female and male data sets, respectively, and initially characterized 11 different clusters in both the female and male pituitary.

### Cell type assignment

We used differentially expressed genes per cluster (*FindAllMarkers* with *min.pct = 0.25*) to help assign tentative cell type identities to these clusters. Marker genes (Table 4) reported in previous studies^2,14–16,21,30–32^ were used for cell type assignment.

**Table 4:** Cells per cluster in scRNA-seq data.

Cell types	Hormone	Female cells	%	Male cells	%	Marker gene	References
1. Melanotropes	α-Msh	54	2.1	53	1.4	*pomca, oacyl*	^2,15^
2. Corticotropes	Acth	25	1.0	55	1.5	*pomca*	^15^
3. Lactotropes	Prl	123	4.7	175	4.6	*prl*	^14,15^
4. Lactotropes	Prl	69	2.7	222	5.8	*prl*	^14,15^
5. Somatolactotropes	Sl	15	0.6	38	0.9	*smtla*	^16,30^
6. Somatotropes	Gh	52	2.0	127	3.3	*gh*	^14,15^
7. Thyrotropes	Tsh	69	2.7	46	1.2	*tshba*	^14,15^
8. Fsh- gonadotropes	Fsh	72	2.8	198	5.2	*fshb*	^15,31^
9. Lh-gonadotropes	Lh	535	20.6	895	23.5	*lhb*	^2,15,21,30^
10. Gonadotrope-like		597	23.0	444	11.7	*cga, nr5a1b*	^31,32^
11. Red blood cells		371	14.3	559	14.7	*gb*	
12. Macrophages		15	0.6	15	0.4	*c1qa*, *c1qb*, *c1qc*	^14,15^
13. Uncharacterized		277	10.7	410	10.8		
14. Uncharacterized		198	7.6	386	10.2		
15. *cga*-expressing cells		120	4.6	160	4.2	*cga*	^30^
16. Uncharacterized				21	0.6		

### Cluster refinement

During initial data exploration, we observed several clusters sharing many common markers. Therefore, we further inspected their heterogeneity iterating the clustering function on selected subsets of the data. Subclusters were detected across multiple clustering resolutions (0.2 and 0.5) of the *FindClusters* function in Seurat. We subsequently used the *FindAllMarkers* function to find differentially expressed genes between each of these subclusters to highlight the differences and finally decided on the cell type boundaries for these ‘zoomed-in’ sub-clusters.

### Data integration

We combined the female and male datasets using the Seurat *FindIntegrationAnchors* and *IntegrateData* functions, using default settings. For subsequent visualization, we randomly downsampled the male data to 2592 cells.

### Bulk RNA-seq analyses

We quantified the Cell Ranger *.bam* files without cellular barcode demultiplexing using htseq-count^33^ (*v 0.11.2*) with the *intersection-nonempty* setting. In addition, we quantified gene expression from comparable (adult) samples of a separate bulk RNA-seq study^34,35^ on the medaka pituitary gland. Sequencing libraries for these samples (females 122–124, 249–277 days post-fertilization; and males 137–139, 96–129 days post-fertilization) were previously prepared using the Smart-SEQ HT kit (Takara Bio), sequenced at 2 × 151 nt on an Illumina NovaSeq 6000, and aligned to the modified medaka reference genome using STAR. 

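The bulk RNA-seq count table lists 24363 Ensembl genes and the GFP cassette of the transgenic line, and 459 of these 24364 entries have no count in any of the 84 libraries of the series. Counts were found for 22940 to 23221 genes in females 122 to 124 and for 21850 to 22955 genes in males 137 to 139. After thinning every library to 2424546 counts, 22592 ± 303 genes (SD, n = 3) were detected in the females and 21585 ± 715 (SD, n = 3) in the males. All 3 females were above all 3 males, with p = 0.1 in a two-sided exact permutation test, the smallest p that 3 fish against 3 allow. With male 140 of the same labelled age, in which 22335 genes were detected, p was 0.114 in the exact test. The low-expressed genes, a set of 11952, took 6.03 ± 1.79% of the counts (SD, n = 3) in the females and 3.24 ± 0.68% (SD, n = 3) in the males. This difference had the same p in the exact permutation tests, 0.1 and, with male 140, 0.114. Tests of both measures were chosen after the values were seen, in a family of 4.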

For both studies, 23635 annotated protein-coding genes were quantified in counts per million reads (CPM).

## Data Records

We present a characterization of the cell types of the medaka pituitary gland, as a basis for more in-depths analyses of the regulation of and inter-communication between different hormones and cell types.

Our data set on the medaka pituitary consists of gene expression values for 2592 and 3804 adult female and male cells, respectively. These can be assigned to 15 or 16 distinct cell populations, respectively, one of which appears to be unique to male pituitaries. We assigned biological identities to 12 populations based on the expression of known hormone-encoding genes. Figure 1 and Table 4 provide an overview of the cell types of the medaka pituitary.

**Fig. 1:**
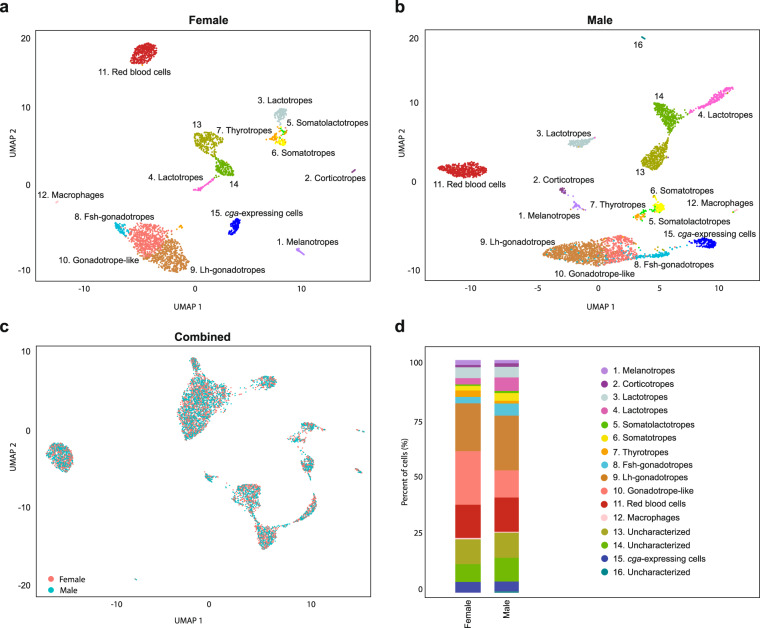
Clustering of scRNA-seq data reveals the cell populations of the female and male medaka pituitary. (**a**) Uniform manifold approximation and projection (UMAP) plot showing the classification of distinct cell types of the female pituitary (**b**) UMAP plot showing the classification of distinct cell types of the male pituitary. UMAP offers a projection of individual cellular expression profiles (which are high-dimensional data points) into two dimensions. Cells are represented by dots; close proximity of cells in the UMAP projection indicates their expression profiles are similar. Therefore, cells of a distinct type appear as clusters. See Table 4 for details on cluster identity assignment. (**c**) UMAP visualization of unsupervised Seurat integration of the female and male datasets shows the cell types for both samples are comparable. (**d**) Barplots showing the percentage of cells per cluster in both samples (see Table 4).

### Availability

The main data record^36^ consists of *barcodes.tsv*, *features.tsv* and *matrix.mtx* files, listing raw UMI counts for each gene (feature) in each cell (barcode) in a sparse matrix format. In addition, we provide a table of cell type assignments and UMAP projections for each individual cell (barcode), as well as a summary of the top differentially expressed genes per cell type. Raw sequencing data are available in FASTQ format^37^. Finally, the data record contains matrix files on exonic and intronic expression, which can be used for Velocyto gene expression dynamics analyses^38^. These data can be accessed through the project accession number GSE162787 at the NCBI Gene Expression Omnibus^36^.

The bulk RNA-seq data used for validation can be accessed through GSE179598 at the NCBI Gene Expression Omnibus^35^, and will be described in more detail in a separate publication^34^.

## Technical Validation

In order to validate the quality of our data, we investigated their reproducibility, the influence of technical variables, and the biological perspective.

### Reproducibility

At the level of cell type clustering (Fig. 1a–b), both datasets appear superficially similar. We further investigated whether the cells in the female and male medaka pituitary are comparable by integrating both datasets in a single analysis. The resulting UMAP visualization (Fig. 1c) suggests this is indeed the case, with all major cell clusters remaining intact in this projection. In general, the numbers of cells per cluster are similar between the two samples (Fig. 1d), with minor differences that are consistent with previously established sex-specific patterns^39^.

This analysis also suggests both datasets are highly reproducible. We further established this by comparing the compound expression of protein-coding genes in the data (Fig. 2a), i.e. without deconvolution into constituent cells. At the level of read counts per million (CPM), female and male data are again highly similar (Fig. 2b, Spearman rank correlation 0.98).

**Fig. 2:**
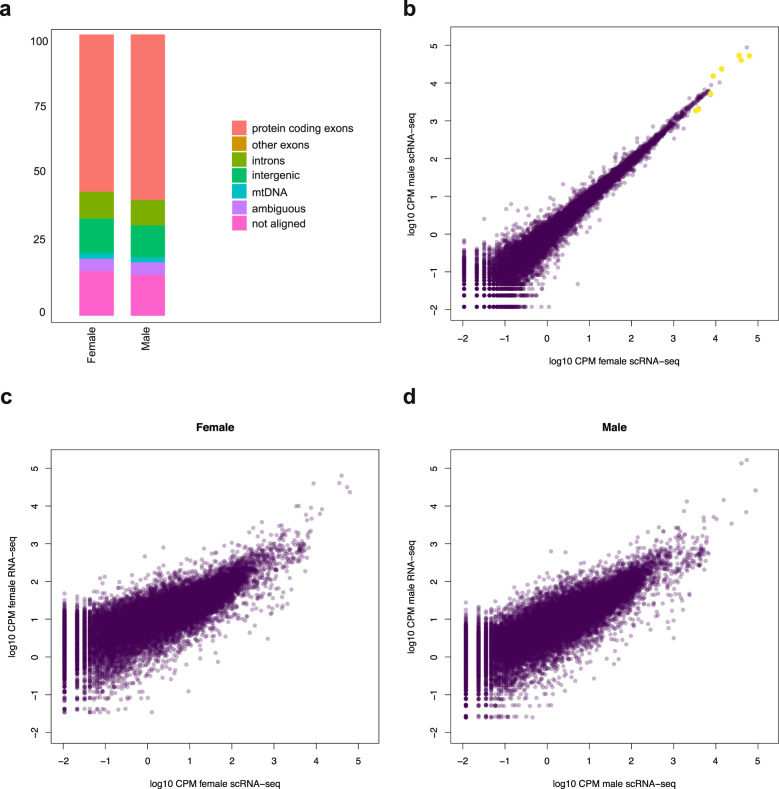
Sequencing reproducibility. (**a**) Stacked barplots of read mapping to genomic fractions for both samples. (**b**) Scatterplot of gene expression in both scRNA-seq samples processed as bulk samples, showing good correspondence between females and males. Yellow dots indicate the major protein hormone-encoding genes. CPM: counts per million. (**c**) Scatterplot of compound gene expression (CPM) in female scRNA-seq compared to bulk RNA-seq (CPM) on comparable samples (mean of three samples). (**d**) Idem for male scRNA-seq and three comparable male RNA-seq samples.

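In the bulk libraries, 2 of the 8 hormone-encoding genes, pomca and tshba, differed between the adult females and the adult males. The gene pomca, which encodes the precursor of α-Msh and Acth, was at 37802 ± 23414 CPM (SD, n = 3) in the females and 159390 ± 46925 CPM (SD, n = 3) in the males. TMM factors computed apart, over all genes without a filter on low counts, were 1.06 to 1.40 in the females and 0.750 to 0.906 in the males. After edgeR's own TMM normalization, over the genes that passed its filter, the log2 fold change in females relative to males was -2.62 (standard error 0.56, adjusted p = 0.0353 from edgeR's quasi-likelihood test). In contrast, tshba, encoding the β-subunit of Tsh, was at 9346 ± 2783 CPM (SD, n = 3) in the females and 1730 ± 803 CPM (SD, n = 3) in the males (log2 fold change after the same normalization 2.01, standard error 0.40, adjusted p = 0.0209 from the same edgeR test). Of the 8 hormone genes, listed before the data were examined, 1 was higher and 1 lower in the females, and when adjusted over the list alone 3 were higher (tshba, cga and gh) and 2 lower (pomca and prl). As a list they did not pass, with an adjusted p of 0.571 in limma's camera and 0.588 in fry. The unadjusted p of fry for a change in either direction was 0.00668. The prolactin gene prl had a log2 fold change of -1.53 (standard error 0.46, adjusted p = 0.127 in edgeR), and cga one of 1.25 (standard error 0.37, adjusted p = 0.119 in edgeR). The gonadotropin genes lhb, at 7746 ± 3650 CPM and 3328 ± 594 CPM (SD, n = 3 each), and fshb, at 8499 ± 4969 CPM and 3906 ± 527 CPM (SD, n = 3 each), did not pass the test (adjusted p = 0.291 and 0.385 in edgeR). Neither did the growth hormone gene gh or the somatolactin gene smtla (adjusted p = 0.213 and 0.305 in edgeR).

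**Figure D1:**
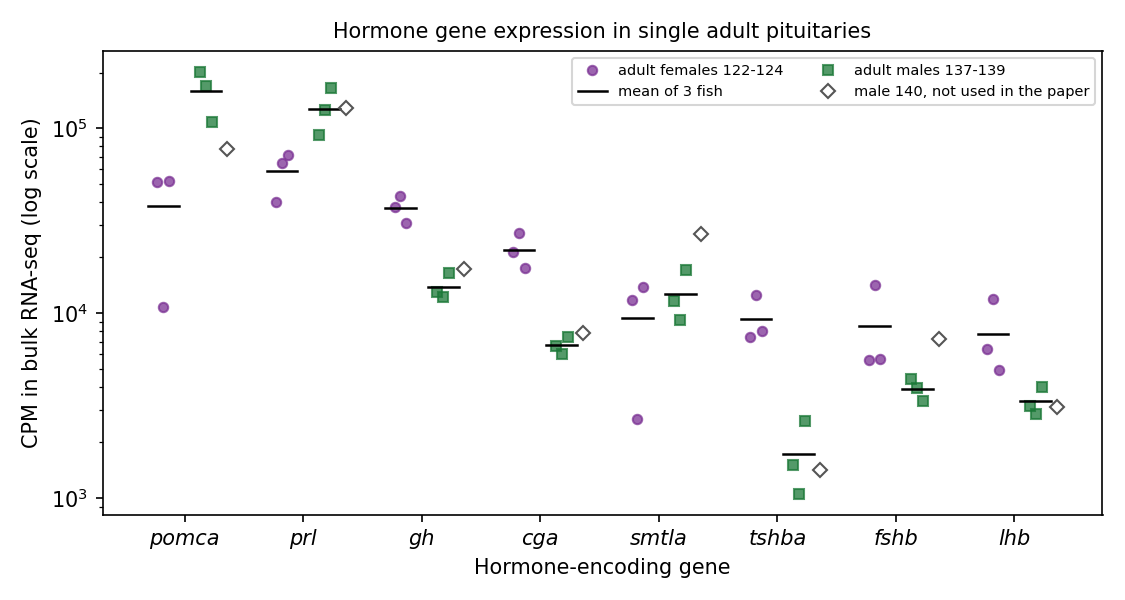
CPM of the 8 hormone-encoding genes in single pituitaries, on a log axis, with 1 point per fish and a bar for the mean of 3 fish. The pomca values of females 122 to 124 lie between 10767 and 51504 CPM, below those of males 137 to 139, and the diamonds give male 140.

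Genes that the paper names in describing its cell types, listed before the data were examined, were 0 higher and 3 lower in the females of 7 tested in edgeR (0 higher and 4 lower when adjusted over the list alone, and 0 and 4 in DESeq2). The list was lower with an adjusted p of 1.33e-06 in limma's camera, and adjusted p = 0.137 with an estimated correlation. The lower genes were crhbp (log2 fold change -2.75, standard error 0.35, adjusted p = 0.000619), which encodes a binding protein of Crh, oacyl (-2.12, standard error 0.41, adjusted p = 0.0199) and the transcription factor gene pax7 (-1.10, standard error 0.24, adjusted p = 0.0409), all from edgeR. In CPM without TMM normalization the groups did not overlap for crhbp and oacyl. For pax7 they did, with 14.6 to 33.7 CPM in the females and 31.8 to 38.4 CPM in the males. The female to male ratio of pax7 was 0.666 (exact permutation test, p = 0.3). For pcsk2, a prohormone convertase gene, the log2 fold change was -1.32 (standard error 0.31, adjusted p = 0.0571 in edgeR). The paper gives crhbp, oacyl, pax7 and pcsk2 as markers of the melanotropes. The other listed genes did not pass, with log2 fold changes of 0.20 for nr5a1b, 0.46 for gnrhr2 and -0.52 for pou1f1 (adjusted p = 0.733, 0.631 and 0.265 in edgeR). The result for the list therefore does not extend to genes of the other cell types. Across all 19777 genes tested, edgeR called 38 higher and 123 lower, of 3512 at an unadjusted p under 0.05, and DESeq2 called 127 and 355. Named as in the sample labels, the edgeR count was 75 without medaka122, 95 without medaka123, 81 without medaka124 and 62 without medaka139. It was 187 without medaka137, and 29 higher and 79 lower without medaka138. With body length as a covariate edgeR called more, 146 higher and 258 lower, with pomca, tshba, oacyl, crhbp and pax7 among them. The call of pomca ended without medaka122, medaka124, medaka138 or medaka139 (adjusted p = 0.116, 0.128, 0.0986 and 0.0834), that of tshba without medaka123, medaka124, medaka138 or medaka139 (0.0572, 0.0910, 0.121 and 0.0656), that of oacyl without medaka122, medaka137, medaka138 or medaka139 (0.0691, 0.119, 0.0723 and 0.0510) and that of pax7 without medaka123, medaka124, medaka138 or medaka139 (0.122, 0.158, 0.112 and 0.0753), all in edgeR, and crhbp passed in each of these fits. With male 140, at 77404 CPM of pomca, 768 of oacyl, 549 of crhbp and 1423 of tshba, the 4 males had 138894 ± 56111 CPM of pomca (SD, n = 4), and edgeR called 24 genes higher and 47 lower, crhbp and tshba among them, but not pomca, oacyl or pax7 (adjusted p = 0.0688, 0.112 and 0.0880). With all libraries in a single fit edgeR called 0 higher and 9 lower, of 1704 at an unadjusted p under 0.05, and with the number of detected genes as a covariate, chosen after seeing the data, 21 and 37. None of the genes named here kept its call in either fit (adjusted p = 0.0953 and 0.302 for crhbp, with a range of 1.83e-15 to 0.302 over its alternatives). With females of 131 to 179 dpf against males 137 to 140, edgeR called 16 higher and 87 lower, and pax7 did not pass (adjusted p = 0.181).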

As one of our intended uses for this scRNA-seq dataset is to interpret patterns in additional RNA-seq studies, we also compared these counts to CPM derived from bulk RNA-seq on biologically similar samples (Fig. 2c,d). 

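The bulk RNA-seq libraries came from single pituitaries of adult medaka of a transgenic line in which the promoter of lhb drives green fluorescent protein (lhb:GFP), with 1 library per fish. Those compared were from 3 females (fish 122 to 124) and 3 males (fish 137 to 139). The females were 277, 249 and 255 days post-fertilization (dpf). For the males the paper gives 96 to 129 dpf and the sample labels give 134 dpf, so that sex and age differ together between the groups. Body length was 25.5 to 27.5 mm in the females and 26 to 28 mm in the males. RNA integrity numbers were 9.8 and 9.7 for females 123 and 124, with none recorded for female 122, and 9.6 to 9.8 for the males. The Smart-SEQ HT kit copies whole transcripts from small amounts of RNA. The authors aligned the reads with STAR to the Hd-rR genome with the adjusted gene models and the GFP cassette, and deposited counts per gene made with HTSeq. Female libraries 122, 123 and 124 held 4505767, 5602176 and 4727325 counts in genes, and male libraries medaka137, medaka138 and medaka139 held 6833588, 7059209 and 7506424. Counts were divided by these totals for CPM, and differences between the groups were tested with edgeR's quasi-likelihood test after TMM normalization. Reads without molecular identifiers include PCR copies, so that the counts are not counts of molecules. A further male of the same labelled age, fish 140 (22 mm, RNA integrity number 7.1, 4832598 counts), is in the series and not among the paper's samples, and the paper gives no reason. Its values are given apart.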

Here, the overall gene expression patterns remain qualitatively similar (Spearman rank correlation 0.80–0.87), although expression level quantification is presumably affected by differences in library preparation protocols (3′-specific 10x Genomics versus full transcript Smart-SEQ).

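Single fish of the same group ranked the genes in nearly the same order in the bulk libraries. The Spearman rank correlation of CPM across all 24364 entries, which are not independent replicates, was 0.950 to 0.967 between pairs of females and 0.953 to 0.970 between pairs of males, with means of 0.958 and 0.959. Between a female and a male it was 0.913 to 0.967 over 9 pairs, and between the mean of the females and the mean of the males 0.975. Over the 17607 genes with at least 1 CPM in all 6 libraries these means were 0.929 for the females and 0.941 for the males, and the correlation between the group means was 0.954. With male 140, the mean over pairs of males was 0.954 and the correlation between the group means 0.979. The 8 hormone genes together took 19.1 ± 1.2% of the counts (SD, n = 3) in the females and 32.9 ± 0.4% (SD, n = 3) in the males. This difference of -13.9 percentage points had p = 0.1 in a two-sided exact permutation test, the smallest p that 3 fish against 3 allow. In male 140 these genes took 27.0% of the counts, and with this fish the difference was -12.4 percentage points (exact permutation test, p = 0.0571). The most abundant gene was prl in the female means and pomca in the male means, but single fish differed in this order. Female 122 had more pomca (51135 CPM) than prl (39758 CPM), and male 139 had more prl (165766 CPM) than pomca (108572 CPM), as had male 140 (128972 and 77404 CPM). From the rank correlation between the single-cell and the bulk samples the paper states that expression patterns remain similar, and proposes that quantification is affected by the library preparation, which reads 3′ ends in the single-cell protocol and whole transcripts in the bulk protocol.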

### Technical quality control

Interpretation of single-cell transcriptomics data is highly sensitive to technical artifacts. For example, expression profiles can derive from low quality cells, cellular debris, or ambient RNA. We therefore determined empirical thresholds distinguishing genuine cellular expression profiles from noise (Fig. 3). We defined selection criteria for cellular barcodes based on UMI counts (Fig. 3a), expression of mitochondrial genes (Fig. 3b, cyan dots), expression of genes specific to red blood cells (Fig. 3c, red dots), and a probability score for cellular doublets (Fig. 3a–c, orange dots). Based on the distribution of UMI counts per barcode, we defined as cellular barcodes those with ≥1500 UMIs in both female and male samples. High levels of expression of mitochondrial genes have been interpreted as an indication of damaged cells^40,41^.We therefore excluded barcodes in which mitochondrial gene expression contributes more than 5% of the total (for both females and males, Fig. 3b).

**Fig. 3:**
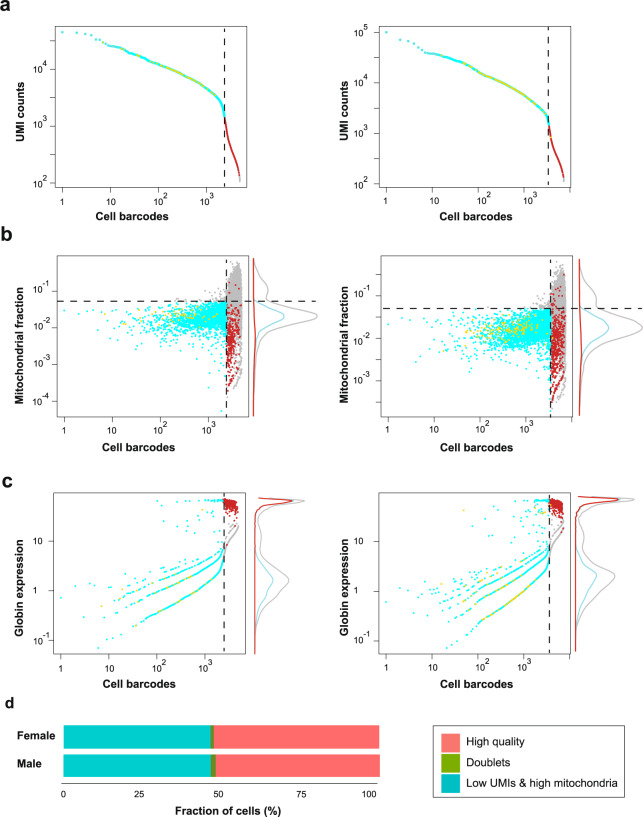
Selection of cellular barcodes in pituitary single-cell data. Left panels: female sample, right panels: male sample. (**a**) Threshold 1: QC based on the UMIs counts. The cyan dots illustrate the final selected barcodes, grey dots represent barcodes not meeting selection criteria, orange dots indicate potential doublets, and red dots represent globin-expressing cells. The dotted line represents the UMI cutoff value. (**b**) Threshold 2: QC based on the mitochondrial fraction. The horizontal dotted line indicates the 5% threshold. Marginal plots indicate the densities of barcode sets at different values (grey line: all cells). (**c**) Threshold 3: QC based on globin (*gb*)-expressing cells (red dots), which do not meet the UMI count criterion (panel and dotted line) but are included in our final dataset. Note that the axes are on logarithmic scales, and that the horizontal axis is identical for all the panels of a sample. (**d**) Breakdown of cellular QC for the 4945 (female) and 7334 (male) barcodes reported by dropEst.

In initial clustering analyses, we noticed that these criteria exclude both technical artifacts (data not shown) and a single cluster of cells with low overall UMI counts, but a very clearly defined expression profile. Based on their expression profile we interpret these barcodes to represent red blood cells. Although they are developmentally only very distantly related to the other cells in the pituitary, our data show that they are an intrinsic (if transient) component. Therefore, including them in our dataset will allow for more precise interpretation of patterns in bulk RNA-seq studies (e.g. Figure 2c–d).

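Globin genes that mark the red blood cells were present in each of the bulk libraries, and varied between fish of the same group. The globin gene gb (ENSORLG00000003046) was at 1626 ± 981 CPM (SD, n = 3) in the adult females, from 497 CPM in female 122 to 2272 CPM in female 123. In the adult males gb was at 1130 ± 589 CPM (SD, n = 3), from 726 CPM in male 137 to 1805 CPM in medaka138. The globin gene hbbe2 (ENSORLG00000026120) was at 4325 ± 2463 CPM (SD, n = 3) in the females and 2758 ± 1657 CPM (SD, n = 3) in the males, and was lowest in the same 2 fish, 122 and 137. Male 140 had 973 CPM of gb and 2149 CPM of hbbe2. Neither gene passed the test between the groups (log2 fold change 0.15, standard error 0.59, adjusted p = 0.908 for gb, and 0.28, standard error 0.54, adjusted p = 0.808 for hbbe2, in edgeR). CD74 (ENSORLG00000004913), which encodes the invariant chain of MHC class II and marks antigen-presenting cells, was at 930 ± 150 CPM (SD, n = 3) in the females and 450 ± 21 CPM (SD, n = 3) in the males (log2 fold change 0.58, standard error 0.27, adjusted p = 0.277 in edgeR), with 567 CPM in male 140. The identifiers of these genes were read from Fig. 5b. Among the genes read from this figure, only crabp1a passed the test between the groups. Its log2 fold change in the females was -1.45 (standard error 0.27, adjusted p = 0.0134 in edgeR).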

With the exception of these red blood cells, all other defined cell types show a high and consistent number of genes expressed per individual cell (Fig. 4a). In addition, a saturation analysis (Fig. 4b), contrasting the number of genes expressed per cell and the sequencing depth per cell, suggests the latter is sufficient to capture most of the transcriptomic complexity for each cell type.

**Fig. 4:**
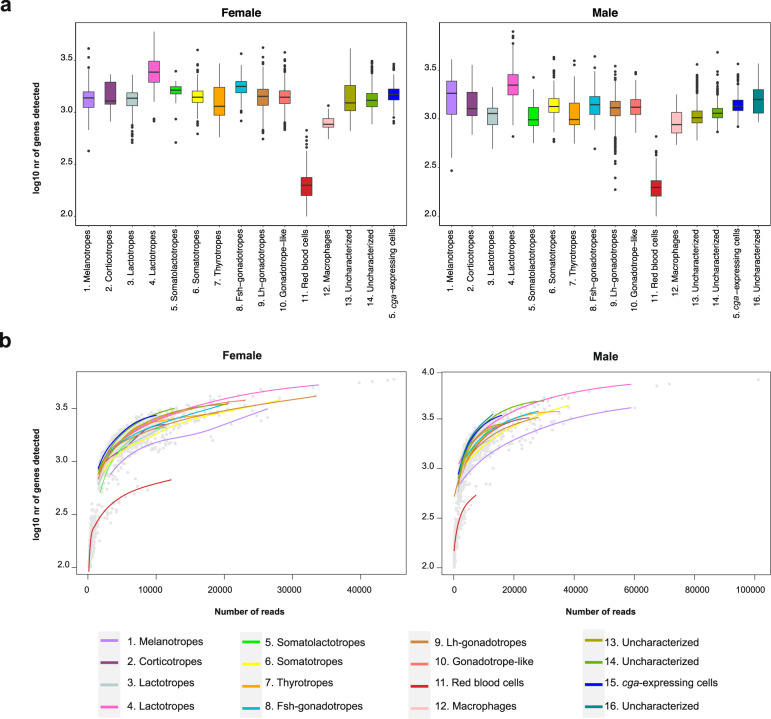
Cell type quality. (**a**) Boxplots showing the number of genes detected per cell type for both samples. Boxes correspond to the interquartile range (IQR), whiskers indicate 1.5 × the IQR. (**b**) Sequencing saturation curves. Grey dots represent individual cellular gene expression profiles, coloured lines are loess local regression curves for each cell type.

### Biological quality control

In order to validate the biological relevance of the cell type identities shown in Fig. 1, we have compared their gene expression patterns with known expression profiles from both teleosts and mammals. Initially, we identified eleven different populations based on optimized Seurat clustering. However, there were several clusters that shared high expression of known, specific marker genes. We therefore evaluated expression heterogeneity within each cluster and manually defined final clusters (see Methods). We defined two subclusters for the initial cluster expressing *pomca* (ENSORLG00000025908), which encodes pro-opiomelanocortin, the protein precursor for α-Msh and Acth. The first subcluster has high expression of *pomca*, *oacyl* (ENSORLG00000005993), *crhbp* (ENSORLG00000002228), *pcsk2* (ENSORLG00000006472) and *pax7* (ENSORLG00000004269), which are markers for the α-Msh-secreting melanotropes; the second subcluster was identified as Acth-secreting corticotropes due to lower expression of *pax7* and *pomca*^15^.

Next, a large compound cluster on the right side of Fig. 1 (both females and males) shares three important hormone-encoding genes: *tshb*, *gh* and *smtla*. We therefore divided it into three subclusters using Seurat, gene expression patterns and differentially expressed (DE) genes (see available code for details). The first subcluster has strong expression of *tshba* (ENSORLG00000029251, encoding the β subunit of Tsh), which is a robust marker for thyrotropes (orange color in Fig. 1). The second subcluster expresses *gh* (ENSORLG00000019556), which demarcates the somatotropes (yellow). The last subcluster (light green) has expression of *smtla* (ENSORLG00000013460, which encodes Sl, a hormone produced by the teleost, but not the mammalian, pituitary gland)^16,21,30,42^. In contrast to in the zebrafish pituitary^16^, we did not observe the expression of *pou1f1* (ENSORLG00000015870) in somatolactotropes.

Finally, Seurat initially divided the big cluster of gonadotrope cells (expressing the gonadotropin α-subunit *cga*, ENSORLG00000022598) at the bottom of Fig. 1 into two subclusters for the males, but not for the females. However, based on the heterogeneity of the expression pattern in the female cluster, and its apparent homology to the two male clusters, we defined two subclusters: one is enriched for *lhb* (ENSORLG00000003553, encoding the β subunit of Lh) and *gnrhr2* (ENSORLG00000012659, also known as *gnrhr2a*^43^) expression, both of which are exclusively associated with Lh production in teleosts^43,44^; the other expresses *nr5a1b* (ENSORLG00000013196), encoding a nuclear receptor involved in gonadotropin regulation in the mammalian pituitary and teleosts^16,32^.

Three remaining cell clusters we directly assigned to specific hormone-producing cell types, based on the very high expression of hormone-encoding genes: two distinct populations of lactotropes expressing *prl* (ENSORLG00000016928) and *fshb*-expressing gonadotropes (ENSORLG00000029237, encoding the β subunit of Fsh).

After final clustering, we define 15 and 16 distinct expression patterns in female and male data, respectively, which we interpret as distinct cell types (see Fig. 1 and Table 4). Based on their expression patterns, we could assign unambiguous cell type identities to twelve of these (Fig. 5). Ten clusters show high expression of genes encoding protein hormones (Fig. 5a and Table 4). In addition, one cluster expresses *cga*, but no gene encoding a β subunit. Two clusters appear to be red blood cells and macrophages (Fig. 5b and Table 4). Based on detailed expression patterns (Fig. 5b) we could not unequivocally define the elusive folliculostellate cell population of the pituitary. In the mammalian pituitary, these cells (of partly unknown function) are characterized by marker genes^14^ that show significant, but specific expression in two of our uncharacterized cell populations (clusters 13 and 14, Fig. 1).

**Fig. 5:**
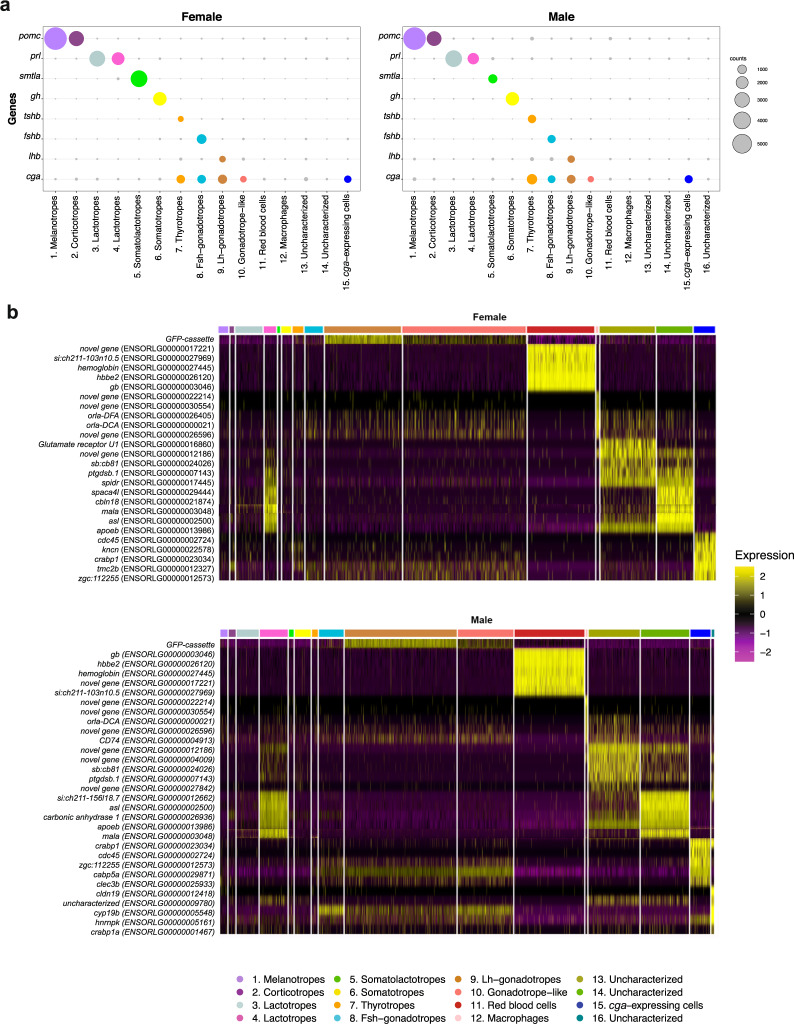
Cell type functions. (**a**) The expression of hormone-encoding genes in female and male pituitary, respectively. Values are the mean of normalized expression over all cells in a cluster. The grey dots indicate low expression of genes. (**b**) Expression pattern heatmaps for uncharacterized cell types in both female and male data.

Traditionally, a marker for these cells is the *s100* gene^45,46^, however, this gene has at least eight homologs in the medaka genome, most of which do not show an unambiguous expression pattern in the pituitary.

Overall, our assignments of biological function largely confirm a ‘one cell type, one hormone’ (Fig. 5a) division of labour, in which major hormones are produced by a single, dedicated cell type. This is in apparent contrast to the mammalian pituitary, in which cells are often responsible for producing and releasing multiple hormones^14^.

## Data Availability

The R code used in the analysis of the scRNA-seq data is available on GitHub (https://github.com/sikh09/Medaka-pituitary-scRNA-seq).

How the deposited data were processed for this re-analysis (not part of the article)

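The data are bulk RNA-seq libraries of 84 single pituitaries of medaka of the lhb:GFP line, 68 of females and 16 of males. Total counts per library ranged from 2424546 to 9348785, with a median of 6493890. The authors prepared the libraries with the Smart-SEQ HT kit, sequenced them on an Illumina NovaSeq instrument, aligned the reads to the Hd-rR genome (Ensembl) with adjusted gene models and the GFP cassette, and deposited whole-number counts per gene, not normalized. The submitters' processing notes name STAR 2.7.6a, SAMtools 1.10 and HTSeq 0.11.2. The counting mode and the strand setting of these libraries are not given in the sources used here, so that overlapping and antisense genes cannot be told apart. The table has no entry without a gene or cassette name, no identical libraries, and no column outside the labelled fish. Each fish is a separate animal and counts as 1 replicate.

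From the counts, CPM were computed per library. Groups were compared with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr, robust quasi-likelihood fit, Benjamini-Hochberg adjusted p under 0.05), with DESeq2 1.42.0 as an alternative and limma 3.58.1 for tests of gene lists. The standard error of a log2 fold change was derived from the F statistic. Tables, correlations and permutation tests used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and the plot matplotlib 3.10.9. Permutation tests were exact in small groups and otherwise used 100000 permutations. The number of genes detected was counted after thinning each library to 2424546 counts.

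The comparisons, lists and alternatives were set before the data were examined, apart from those named as chosen later. Adult females (122 to 124) were compared with adult males (137 to 139). For the closing section, males of 38 dpf (n = 4) were compared with males 137 to 140, the sexes were compared in this change from juvenile to adult (females of 37 to 39 dpf, n = 4, and of 131 to 179 dpf, n = 6), and in all 68 females genes were tested against body length and log2 age in a joint fit. Alternatives were another test, other scaling factors, other filters on low counts, each fish of a small group left out in turn, the hormone genes left out, and other covariates or fish.

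The genes named are those the paper pairs with an identifier (45 genes, 19 of them in Table 1 or the text, the others read from Fig. 5b), and in each comparison, by a rule that also asked for a symbol and at least 1 CPM, those with the largest changes and those with the smallest p in each list. The reference table of gene symbols paired 0 genes with an Ensembl identifier, so that 15 lists written by symbol could not be matched and were not tested, and the rule added no other gene. The 3 lists tested were the 8 hormone genes, 7 genes that the paper names in describing its cell types, and 4 other genes with adjusted annotation. Some of the genes read from Fig. 5b are given as single values, and they were not tested as a list.

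Each comparison was tested on simulated counts with 200 changed genes. The changed genes were drawn only from genes above a minimum mean count, so the shares recovered do not cover genes with fewer counts. Counts were drawn gene by gene from the means and dispersions of the real data, with the real depths. Apart from these genes and depth the groups did not differ, so the shares of false calls do not cover other differences between libraries. For body length and age the fold changes given are over the full range of the covariate. For adult females against males (19358 genes), 30% of the genes changed 2-fold and 83% of those changed 4-fold were recovered, with 7.38% of calls false. For juvenile against adult males (17709 genes) these were 9%, 57% and 0% of calls false, for the sex difference in that change (20151 genes) 1%, 43% and 4.35%, for body length (21301 genes) 9%, 54% and 5.97%, and for age (21262 genes) 0%, 44% and 12%. No changed gene was recovered with the wrong sign. Single-cell data were not analysed here.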

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

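The tests on the melanotrope genes, on random loss of molecules, on the relation given the RNA integrity number and on the GFP cassette, and the fit with the number of detected genes as a covariate, were chosen only after the results were seen.

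In 4 of 22 groups and measures a single fish stood apart from the others of its group, where chance gives about 1 in 20. The hormone genes took 1.48% of the counts in fish 7, a female of 79 dpf, and 26.3 to 27.5% in the other 3 fish of its age. Fish 7 was also shorter, at 10.5 mm against 14 to 17 mm, and had a lower RNA integrity number, 7.7 against 9.7 to 9.9. The hormone genes took 9.00% in medaka135, a male of 70 dpf, and 31.8 to 35.8% in the other 3. In male 140 they took 27.0%, against 32.5 to 33.3% in males 137 to 139. In medaka112, a female of 131 to 179 dpf, 21609 genes were detected at equal depth, against 22425 to 22741 in the other 5.

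The change from juvenile to adult differed between the sexes for 5 genes of the fixed lists, by the interaction term of edgeR adjusted over the list alone, each with a smaller value in females. The log2 differences were -2.81 for pomca (standard error 0.72, p adjusted over the list alone 0.00298), -2.34 for smtla (standard error 0.55, 0.00235), -2.08 for oacyl (standard error 0.54, 0.00556), -2.51 for crhbp (standard error 0.74, 0.0116) and -1.62 for pcsk2 (standard error 0.54, 0.0154). For pax7, the fifth melanotrope gene, the difference of -0.51 (standard error 0.36) did not pass (p adjusted over the list alone 0.293). Other measures of the juvenile libraries, with no test of the difference, were 5.60 to 36.7% of the counts in hormone genes, 19025 to 19813 genes detected at equal depth and RNA integrity numbers of 9.3 to 9.6 in the males, against 23.5 to 35.1%, 19731 to 22518 genes and 7.7 to 9.1 in the females (n = 4 each). Over all 20501 genes edgeR called 0, of 2710 at an unadjusted p under 0.05, and DESeq2 called 47 higher and 397 lower. The edgeR count was 485 without medaka14, 51 without medaka127, and 13 higher and 102 lower without medaka128. Permuting the sexes decides nothing about chance here, since the real count is 0 and each of the 100 splits must give at least 0. The highest other split called 931, and the 3 permutations that kept the juvenile females apart from the juvenile males called 80 to 931, whereas the 96 that mixed them called at most 4.

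In comparisons the paper does not make, edgeR called 1280 genes between juvenile and adult males, 1157 with body length and 388 with age in the females. With body length 140 were higher and 1017 lower, and with age 349 were higher and 39 lower. These 2 counts come from a joint fit of length and age, so that neither stands apart from the other. Of the 35 splits of juvenile and adult males the real one called the most, and the highest other split called 7. This concerns the grouping as a whole and not the single genes. Splits that mix the ages carry an age difference into the spread within groups. Genes detected at equal depth did not overlap between these groups either (19025 to 19813 and 20761 to 22335). The splits therefore do not tell age from a difference between the libraries. Without medaka138 or medaka139 the count was 1, without medaka140 it was 23 and without medaka128 it was 2535. Without fish 7, a fit chosen after seeing the data, 419 genes were called with body length and 13 with age. For adult females against adult males, 161 genes were called and the highest other split called 7, but 10 splits are too few for a share under 0.05.

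Genes of the melanotropes, the α-Msh cells (pomca, oacyl, crhbp, pcsk2 and pax7), had a median log2 fold change of -2.12 in the adult females relative to the adult males, and all but pcsk2 (adjusted p = 0.0571 in edgeR) passed the test. More counts from low-expressed genes in the females are argued against for pomca, which took 17.9 ± 2.3% of the hormone gene counts in females of 131 to 179 dpf (SD, n = 6) and 43.4 ± 14.9% in males 137 to 140 (SD, n = 4; exact permutation p = 0.0095). As a dilution of the other counts they are argued against for the mean of the 5 genes too. Low-expressed genes took 5.83 ± 1.45% of the counts in these females and 3.71 ± 1.09% in these males. The mean log2 difference of the 5 genes was -1.47 over all counts and -1.43 without those of low-expressed genes (exact permutation p = 0.0095). Leaving counts out rescales all genes alike, so this covers dilution only and no other difference between the libraries. With the number of detected genes as a covariate the calls of pomca, oacyl, crhbp and pax7 ended (adjusted p = 0.692, 0.638, 0.302 and 0.194 in edgeR), as log2 fold changes of -2.62, -2.12, -2.75 and -1.10 went to -2.32, -2.38, -2.25 and -1.21 while their standard errors grew from 0.56, 0.41, 0.35 and 0.24 to 1.17, 0.99, 0.55 and 0.35, so that a wider difference between the libraries stays open. Age is not decided. In the females of 131 to 179 dpf against males 137 to 140, of 134 dpf by the labels, the median was -2.04. A female age above 179 dpf is therefore not needed for the difference. However, males 137 to 139 are in both comparisons, and by the paper's 96 to 129 dpf they are younger than all these females. No male of the series is older than 134 dpf by the labels. Less pars intermedia in the female libraries stays open, as does sex itself, since the log2 ratio of these genes to smtla was -3.75 ± 0.45 and -3.38 ± 1.06 (SD, n = 6 and 4; exact permutation p = 0.448), and -3.84 ± 0.53 and -2.94 ± 0.71 in the adult females and males of the paper (SD, n = 3 each; exact permutation p = 0.2, where 0.1 is the smallest possible), and a p that misses the threshold does not show that the ratios are equal.

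More genes were detected at equal depth in libraries with fewer counts (Spearman's rho -0.749, Pearson's r -0.705 and -0.692 without the 2 farthest fish, n = 84, permutation p = 1e-05 for both coefficients, the smallest that 100000 permutations give; rho -0.696 in females and -0.765 in males). Hormone genes taking the counts are argued against, since rho was -0.722 without them and the GFP cassette. RNA quality is argued against as the whole cause, since given the RNA integrity number the partial rho was -0.728 (partial r -0.714 and -0.708 without the 2 farthest fish, n = 73, permutation p = 1e-05 for both coefficients; partial rho -0.650 in 57 females and -0.754 in 16 males), while a part stays open, as rho of the genes detected with that number was -0.151 over the 73 fish, 0.057 in the females and -0.231 in the males (permutation p = 0.199, 0.673 and 0.388). Random loss of rare molecules leaves expected shares as they are, and is argued against as the whole cause, since the share of counts in low-expressed genes was itself higher in libraries with fewer counts (rho -0.811, r -0.788 and -0.786 without the 2 farthest fish, n = 84, permutation p = 1e-05 for both coefficients; rho -0.780 in females and -0.785 in males), but as a part of the cause it stays open, since the rho of 0.906 between that share and the genes detected decides nothing, the same genes entering both. Sex is not the whole cause, as the relation held within each sex, while age stays open and was not tested.

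The log2 ratio of GFP cassette to lhb counts ran from 0.27 to 5.88 over the 84 fish, with a median of 2.60. A single normal distribution around the age trend is argued against (n = 84, parametric bootstrap p = 0.001, the smallest that 1000 draws give), with centres 2.56 apart and SDs of 0.65 and 0.59, and 45.0% of the fish in the upper one. Copies of the transgene are a candidate explanation that was not tested, and no biological explanation was tested.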

How the results depend on the processing

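The tests without fish 7 and with the number of detected genes as a covariate were chosen after seeing the data. Of the main results under these alternatives, 84 values stayed, 41 moved and 4 lost their call. Of the values of single genes, 1451 stayed, 57 passed the threshold, 54 lost it, 5 moved and 5 reversed. Correlations stayed if within their spread, counts if within 1.5 times the main count or 0 in both, and tests if on the same side of the threshold. Genes called in neither fit thus count as stayed. So does the hormone gene share with a fish left out, where the exact permutation p was 0.2 each time. These numbers are therefore no measure of stability. For adult females against males (161 called) the count was 482 with DESeq2, 71 with male 140, 16 higher and 87 lower (1.0e+02 in all) with females of 131 to 179 dpf against males 137 to 140, 9 with all libraries in a single fit, 404 with body length and 58 with the number of detected genes as a covariate, and 62 to 187 with a fish left out. For juvenile against adult males (1280) it was 3973 with DESeq2, 1937 without a filter, 221 with at least 1 CPM in every library, 23 without male 140, and 1 to 2535 with a fish left out. For the sex difference in that change (0 in edgeR, 2710 at an unadjusted p under 0.05) it was 444 with DESeq2 and 0 to 485 with a fish left out. For body length (1157) it was 1969 with age in days, 384 with RNA integrity, 6982 without age, 419 without fish 7 and 1914 with detected genes. For age (388) it was 152 with at least 1 CPM, 240 under 200 dpf, 39 with RNA integrity, 110 higher and 8 lower (1.2e+02 in all) with library size, 6440 without body length, 13 without fish 7 and 698 with detected genes. Without body length, the age coefficients of the GFP cassette (1.09), crhbp (-0.27), fshb (0.80), nr5a1b (0.44) and pax7 (-0.27) reversed. The mean Spearman correlation was 0.929 in females, 0.941 in males and 0.954 between group means with at least 1 CPM, and 0.968 to 0.978 between means with a fish left out, where the hormone gene share differed by -14.5 to -13.4 percentage points. With an estimated correlation camera's adjusted p was 0.137 and 0.535 for the cell type genes (females against males, and the sex difference) and 0.722 and 0.242 for the hormone genes (juvenile against adult males, and body length). DESeq2 called 5 hormone genes in females against males, 2 in the sex difference and 3 with body length, and 2 cell type genes in the sex difference. Except where fewer fish or genes entered a fit, the cause was not tested. The share of hormone genes over entries that name no gene was not run, as the table has none. Whether depth limits the genes with few counts was not tested. No paired analysis was possible because the fish are separate animals and the groups share no replicate numbers.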

Differences from the paper's values

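The lowest mean CPM above 0 lies higher in these data than in the paper's plots. For the females the log10 value is -1.23, and the paper's lowest point is at about -1.5 in Fig. 2c, read by eye. For the males it is -1.35, and the paper's lowest point is at about -1.6 in Fig. 2d, read by eye. Both values computed here are those of a gene with a single count in the largest library of the group and none in the others. That library is female 123 (5602176 counts) or male medaka139 (7506424 counts). The values are therefore a counting floor, set by library totals, and not an expression level. With TMM-normalized CPM, an alternative set before the data were examined, the values are -1.28 and -1.31, which also differ. These are the same kind of floor, over scaled totals. The paper's 23635 protein-coding genes were not all of the 24363 genes of the count table, and which were kept is not given in the sources used here. Leaving genes out of these counts lowers the totals and so raises the CPM of the others. Fewer genes therefore cannot account for the paper's lower points, and their cause was not found. The highest values match those of the figures.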

Other observations

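The fits without fish 7 were chosen after seeing the data.

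In males, fshb and lhb, encoding the β-subunits of the gonadotropins, were higher at 134 dpf by the labels (n = 4, fish 137 to 140) than at 38 dpf (n = 4), with log2 fold changes of 2.42 (standard error 0.36, adjusted p = 0.0119) and 2.89 (standard error 0.55, adjusted p = 0.0189) in edgeR. The GFP cassette, driven by the lhb promoter, was higher too (2.46, standard error 0.47, adjusted p = 0.0176), as was smtla, encoding somatolactin (1.89, standard error 0.43, adjusted p = 0.0281). Of the 8 hormone genes, 3 were higher and 0 lower in edgeR (3 and 1 adjusted over the list alone, and in DESeq2, with 4797 of all 18214 genes tested at an unadjusted p under 0.05), with an adjusted p of 0.0163 in camera and adjusted p = 0.722 with an estimated correlation. Libraries of the juvenile males varied in other ways. The hormone genes took 12.9, 5.60, 22.6 and 36.7% of their counts, against 27.0 to 33.3% in the adult males, genes detected at equal depth numbered 19025 to 19813, against 20761 to 22335, and the globin gene gb was at 246 to 23105 CPM, against 726 to 1805 CPM (log2 fold change -2.79, standard error 1.20, adjusted p = 0.187 in edgeR). The globin genes hbbe2 and hemoglobin had log2 fold changes of -2.80 and -3.03 (adjusted p = 0.172 and 0.155 in edgeR). Without medaka126, the library at 5.60%, edgeR called 986 genes higher and 339 lower, against 964 and 316 with it. Growth hormone gh had a log2 fold change of -1.41 (adjusted p = 0.126 in edgeR) and tshba one of -2.22 (adjusted p = 0.172). Without medaka138, medaka139 or medaka140 these calls ended in edgeR (adjusted p = 0.0535, 0.0560 and 0.0532 for fshb, 0.0669, 0.0683 and 0.0620 for lhb, 0.0669, 0.0560 and 0.0628 for the GFP cassette, and 0.0673, 0.0891 and 0.104 for smtla), and that of smtla also without medaka125 (0.0527) or medaka127 (0.0551).

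In the 68 females, CPM of the gonadotropin genes was correlated with body length at a given age. The partial Spearman correlation of CPM with length, given age, was 0.534 for fshb, 0.563 for lhb and 0.606 for cga (p adjusted over the 8 hormone genes 0.00064, 0.00144 and 0.00464 from 100000 permutations). Partial Pearson correlations were 0.643, 0.608 and 0.637, and without the 2 farthest fish 0.635, 0.589 and 0.621. As a share of the hormone gene counts, pomca had a correlation of -0.398 (adjusted p = 0.0208), and cga one of 0.512 that did not pass (adjusted p = 0.0588). In edgeR, 1 of the 8 hormone genes was higher with length (3 adjusted over the list alone), and fshb and lhb did not pass over all genes (adjusted p = 0.0762 and 0.111). There, cga rose by 0.25 on the log2 scale per mm (standard error 0.06, adjusted p = 0.00515, and 0.0583 with RNA integrity as a covariate) and nr5a1b, a transcription factor gene of the gonadotropes, by 0.14 (standard error 0.04, adjusted p = 0.00713), whereas pax7 had a coefficient of -0.095 (standard error 0.019, adjusted p = 0.000444). With age at a given length, CD74 rose by 0.97 per log2 unit of age (standard error 0.15, adjusted p = 2.09e-05 in edgeR). The MHC class II gene orla-DCA had 1.33 (adjusted p = 0.000137) and clec3b 1.57 (adjusted p = 2.19e-05), at low medians of 2.84 and 5.99 CPM. Their length coefficients in this edgeR fit were negative, -0.223 per mm (adjusted p = 2.76e-05) and -0.211 (adjusted p = 0.000147). The rises of orla-DCA and clec3b with age were estimated at a given length, and do not say how these genes changed with age alone. The length coefficient of CD74, -0.078, did not pass (adjusted p = 0.0689), nor did orla-DFA with age (0.092, adjusted p = 0.922). Without fish 7 neither orla-DCA nor clec3b passed with age (adjusted p = 0.1181 and 0.1195). Nor did clec3b with age in days (0.0593) or orla-DCA without body length in the fit (0.229).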
